A study of Mus musculus with 8 samples.

How the data were processed

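Total RNA from 8 samples of mouse E14TG2a embryonic stem cells (WT and 3 enhancer knockouts, 2 replicates each) had been made into ribosomal-depletion libraries and sequenced as paired-end reads of 150 bases on an Illumina platform, per the labels' protocols. The authors deposited a list of gene identifiers and values per sample. No header or label states the unit, the aligner, the counting method, the genome build, the annotation or any normalization between samples. The deposited values were taken as FPKM, inferred from the values themselves. They were not whole numbers, each sample had another total (454974 to 532007 in sum), and the smallest nonzero value of a gene fell with its exon length (Spearman rho -0.709 across 3459 genes).

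Every sample listed 18774 rows in the same order, and no row was 0 in all samples. The rows held 17812 identifiers, of which 660 had more than 1 row (1622 rows). Row order followed chromosome, strand and position, so for each repeated identifier the row at the gene's own place in that order was kept. This kept 581 of the 660 identifiers and left out 79, which gave 17733 identifiers. Of the repeated rows that were out of order, 860 of 884 lay in the block of the opposite strand of the same chromosome. Symbols came from a gene name table (17262 of 17812 identifiers matched) and positions from the GENCODE M21 annotation of GRCm38. The files carry no coordinates. On chromosome 10 below 8 Mb, 14 of 23 identifiers with a single row were out of order relative to GRCm38, so the authors' build may not be GRCm38, and every coordinate given refers to the annotation.

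The design set before the data were examined planned a count test for the case of counts and limma-trend for normalized values. Since the values were taken as FPKM, limma-trend was used (limma 3.58.1 in R 4.3.3, with lmFit, contrasts.fit and eBayes with a trend). Genes with a mean of at least 1 FPKM over the 8 samples were tested on log2(FPKM + 1), with all 8 samples in the same fit and the group as the only term, and called at a Benjamini-Hochberg adjusted p-value under 0.05, two-sided. Marker sets were tested with camera (inter-gene correlation 0.01, two-sided, adjusted over 18 tests). The genes named singly were Sox2, up to 4 genes per marker set with an adjusted p-value under 0.05 and the largest absolute log2 fold change, and for each knockout the 3 rising and 3 falling genes with the largest change whose 2 knockout samples lay on the same side of both WT samples. With 2 samples per group, the fit had 4 residual degrees of freedom.

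Absolute depth was unknown, and no whole reads could be recovered. Low values of a gene in 2 samples stood in fixed ratios, and the most frequent ratio gave depths relative to WT replicate 1 of 0.88 and 0.862 for E1-KO, 0.993 and 0.908 for E2-KO, 0.785 and 1.007 for E3-KO and 0.966 for WT replicate 2. Depending on the sample, 16.5% to 21.9% of the low ratios lay at the most frequent one, so the relative depths are rough estimates. No confidence interval from counting error could be given.

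Replicate numbers came from the sample titles. Whether they pair samples was checked by the correlation of deviations from the group means. The alternatives set before the data were examined were the replicate block, fitting the samples of a pair alone, quantile normalization, limma without trend, all genes above 0, a mean of at least 5 FPKM, scaling without the 50 highest genes, a stricter adjusted p-value (0.01), an added absolute log2 fold change of at least 1, a pseudocount of 0.1 and leaving out each replicate. Summing or leaving out repeated identifiers, median-ratio scaling, a lowess correction for GC content and transcript length (98.6% of tested genes had both) and leaving out chromosome 6 were chosen after the data had been seen. Chromosome medians used genes with a mean of at least 5 FPKM and log2(FPKM + 0.1).

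The tests were tried on simulated data, with values drawn for the 11273 genes from their means and spread. With 200 genes of at least about 5 FPKM changed by 1 on the log2 scale in E1-KO, 97.5% were called in the right direction along with 7 unchanged genes. A change of 0.5 was called for 22.5%, with 7 unchanged genes among the 52 called. A change of 2 was called for 100%, with 19 unchanged genes among the 219 called. With no gene changed, 2 were called. A simulated shift of -0.5 in the 536 genes of chromosome 6 was estimated as -0.493. It was added and estimated on the same log2(FPKM + 1) scale with independent noise, so this checks only the computation. The chromosome medians reported below used another scale and fewer genes, which the simulation did not try. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.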

Results

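Gene expression was measured by total RNA sequencing in mouse E14TG2a embryonic stem cells, a line that was grown without feeder cells in leukaemia inhibitory factor with inhibitors of the kinases GSK3 and MEK. Wild-type cells (WT) were compared with 3 lines of cells, E1-KO, E2-KO and E3-KO, each of which had lost an enhancer through CRISPR/Cas9 editing. The labels do not give the positions of the deleted enhancers. Each of the 4 groups held 2 replicates, which made 8 samples. The stated interest was how associations between promoters and enhancers bear on the functions of Sox2, a gene for a transcription factor of pluripotent cells, so the comparisons asked what each enhancer loss did to Sox2 and to the other genes, and whether the 3 losses differed. No edited cells with an intact enhancer were analysed here, so each comparison with WT also holds any difference between the edited and the unedited cells in clone, culture or library batch.

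The values were taken as FPKM, fragments scaled by transcript length and by sequencing depth, although no label states the unit. Absolute depth was unknown. Steps between low values gave the relative depth, which lay between 0.785 (E3-KO replicate 1) and 1.007 (E3-KO replicate 2) of that of WT replicate 1. The number of genes with at least 1 FPKM was between 11079 in E2-KO replicate 1 and 11266 in E3-KO replicate 1. After filtering on a mean of at least 1 FPKM over the 8 samples, 11273 genes were tested. Across these genes the correlation of log2(FPKM + 1) was 0.985 to 0.994 between samples of the same group, where genes are not independent replicates. It was 0.979 to 0.982 between E1-KO and E2-KO samples, 0.954 to 0.964 between E1-KO and E3-KO samples and 0.969 to 0.972 between E2-KO and E3-KO samples. Against WT it was 0.947 to 0.955 for E1-KO, 0.947 to 0.960 for E2-KO and 0.941 to 0.947 for E3-KO samples. All fold changes below are on the log2(FPKM + 1) scale, which understates the change of low genes, and all adjusted p-values come from limma-trend with Benjamini-Hochberg adjustment.

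Sox2 (ENSMUSG00000074637) is a protein-coding gene on the plus strand of chromosome 3, from 34650405 to 34652461 in GRCm38. In WT its level was 133.4 ± 4.05 FPKM (SD, n = 2). It was 59.15 ± 1.58 FPKM in E1-KO, 105.5 ± 11.3 FPKM in E2-KO and 94.35 ± 4.79 FPKM in E3-KO (SD, n = 2 each). All 6 knockout samples were below both WT samples. In E1-KO the log2 fold change against WT was -1.16 (standard error 0.104, limma-trend adjusted p = 0.000169). E3-KO had a log2 fold change of -0.50 (standard error 0.104, limma-trend adjusted p = 0.0049). The fall in E2-KO was smaller, with a log2 fold change of -0.34 (standard error 0.104, limma-trend adjusted p = 0.0314), and it did not pass 0.05 when each sample was scaled by its median ratio to the gene means (-0.25, limma-trend adjusted p = 0.071). Compared with each other, E2-KO was above E1-KO by 0.82 (limma-trend adjusted p = 0.0161) and E3-KO was above E1-KO by 0.66 (limma-trend adjusted p = 0.00224). E3-KO and E2-KO did not differ beyond the spread between replicates (-0.16, limma-trend adjusted p = 0.332). The labels gave the same replicate numbers to all groups, but over all tested genes samples with the same number did not deviate together (mean correlation of deviations across genes 0.005, range -0.042 to 0.089 over the 6 pairs of groups). With the replicate number as a block the changes of Sox2 were the same and the adjusted p-values from limma-trend were 0.00053 for E1-KO, 0.0434 for E2-KO and 0.00855 for E3-KO.

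**Figure D1:**
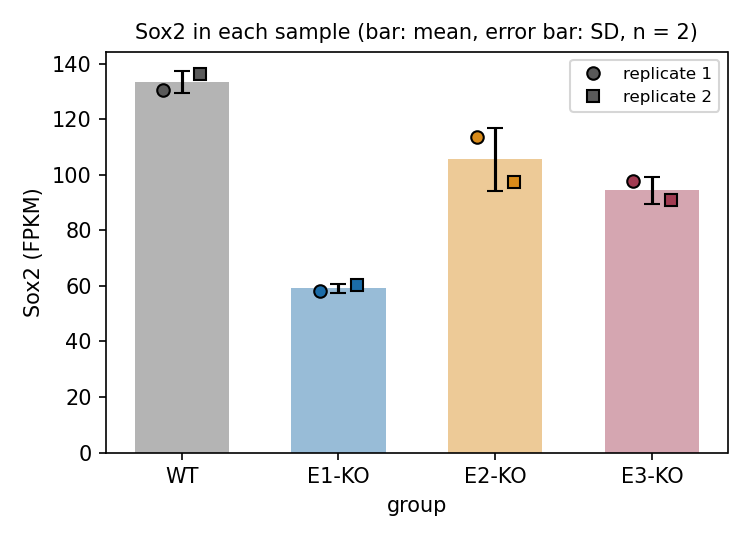
Sox2 level in FPKM (vertical axis, from 0) in the 4 groups. Bars are means of 2 replicates, error bars are SD and symbols are single samples. The WT mean is 133.4 FPKM and the E1-KO mean is 59.15 FPKM, with E2-KO (105.5 FPKM) and E3-KO (94.35 FPKM) between them.

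Over all tested genes, 4283 differed between E1-KO and WT at an adjusted p-value under 0.05 (38% of the tested genes), of which 1694 were higher and 2589 lower in the knockout. Between E2-KO and WT 4071 genes differed, 1596 higher and 2475 lower. For E3-KO and WT the number was 5038, with 1567 higher and 3471 lower. A test of all 4 groups called 6142 genes (54.5%). The numbers that also had an absolute log2 fold change of at least 1 were 707, 653 and 935, and this added threshold moved the counts most. The excess of lower genes depended on how the samples were scaled. The median log2 fold change of all tested genes was -0.062 in E1-KO, -0.076 in E2-KO and -0.151 in E3-KO. Median-ratio scaling, chosen after the values had been seen, sets the medians near 0 by construction, and the E3-KO comparison then had 2381 higher and 2352 lower genes. Scaling without the 50 highest genes kept the excess against WT. It gave 1645 higher and 2685 lower genes in E1-KO, 1448 and 2868 in E2-KO and 1838 and 3010 in E3-KO. Quantile normalization narrowed the excess to 2042 higher and 2133 lower genes in E1-KO, 1880 and 2001 in E2-KO and 2273 and 2458 in E3-KO. The values do not show which scale is right. Fold changes of the size of these medians are therefore within the shift that scaling makes. With the replicate number as a block, where samples of one number did not deviate together (mean correlation 0.005), the counts were 4057 for E1-KO, 3855 for E2-KO, 4809 for E3-KO and 5769 for the 4 groups.

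The knockouts were also compared with each other. E2-KO and E1-KO differed in 94 genes, 55 higher and 39 lower in E2-KO. This count depended on the fit, since 1 gene was called when the 4 samples of these groups were fitted alone and 31 with the replicate number as a block. In contrast, E3-KO differed from E1-KO in 2911 genes (1061 higher, 1850 lower) and from E2-KO in 1754 genes (618 higher, 1136 lower). The excess of lower genes in the latter depended on the scaling, since scaling without the 50 highest genes gave 900 higher and 711 lower, and quantile normalization 844 and 838. In the former it narrowed to 1297 higher and 1371 lower and to 1391 and 1406. Median-ratio scaling reversed it to 1448 higher and 1309 lower in the former and gave 863 and 827 in the latter. The replicate block gave 2686 and 1526 genes for these comparisons. Of the genes called against WT, 2204 were called in all 3 knockouts in the same direction, 740 higher and 1464 lower (2035 genes with the replicate block). The excess of lower genes among them also depended on the scaling. Quantile normalization gave 1000 higher and 1094 lower and median-ratio scaling 1102 and 1000. Scaling without the 50 highest genes kept the excess, with 783 higher and 1521 lower. Opposite directions between at least 2 knockouts were found for 177 genes, of which 46 were called in all 3. E1-KO and E2-KO shared 2962 genes with the same direction and had 9 with opposite directions. The numbers called in a single knockout were 760 for E1-KO, 437 for E2-KO and 1573 for E3-KO. Because the 3 comparisons share the WT samples, no p-value was attached to the overlap.

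**Figure D2:**
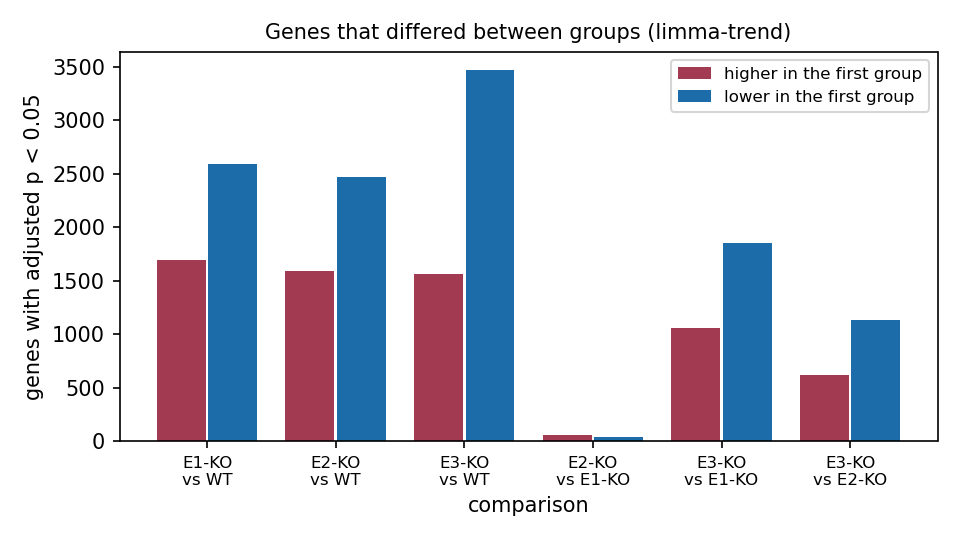
Number of genes with an adjusted p-value under 0.05 (vertical axis, from 0) in each of the 6 comparisons, split into genes higher and lower in the first group. The comparison of E3-KO with WT has 3471 lower and 1567 higher genes, and that of E2-KO with E1-KO has 55 higher and 39 lower genes.

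Genes of chromosome 6 were lower in E3-KO. Over the 402 genes of this chromosome with a mean of at least 5 FPKM, the median log2 ratio to the WT mean was below that of all other chromosomes by the same amount in both E3-KO samples (relative medians -0.55 and -0.56). In E1-KO and E2-KO the relative median of chromosome 6 was 0.04 in each group. Over the other 59 combinations of chromosome and knockout the relative median lay between -0.069 and 0.078. Of the 536 tested genes of chromosome 6, 375 were called between E3-KO and WT (70.0%, 347 lower and 28 higher), against 43.4% of the genes elsewhere. With chromosome 6 left out, an alternative chosen after this was seen, 4601 genes differed between E3-KO and WT, 2466 between E3-KO and E1-KO and 1259 between E3-KO and E2-KO.

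**Figure D3:**
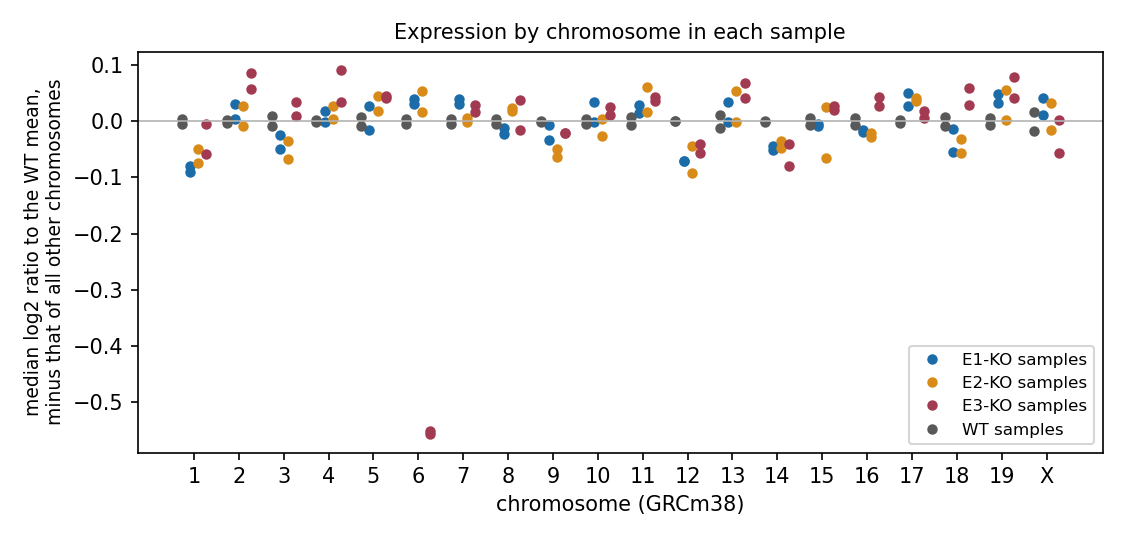
Median log2 ratio to the WT mean of the genes of each chromosome minus that of all other chromosomes (vertical axis), by chromosome (horizontal axis, GRCm38), with a point per sample coloured by group. The 2 E3-KO points of chromosome 6 lie at -0.55 and -0.56.

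Sets of marker genes, written down before the data were examined, were used to ask whether genes of a pluripotent state or of a lineage moved together. The 20 tested genes of naive pluripotency had a median log2 fold change of -0.49 in E1-KO, -0.25 in E2-KO and -0.31 in E3-KO. The 10 tested genes of formative and primed pluripotency had medians of 0.59, 0.53 and 0.07. For the 4 tested genes of neuroectoderm the medians were 0.51, 0.50 and 0.42, and for 3 genes of mesoderm and endoderm they were -0.64, -0.49 and -0.16. The 9 genes of trophectoderm had medians of -0.46, -0.24 and -0.06. None of the 18 tests by camera (limma) passed after adjustment over all sets and knockouts. The smallest adjusted p-value from camera was 0.11, for formative and primed pluripotency in E1-KO, and 4 of the 18 passed after quantile normalization.

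Single marker genes differed beyond the spread between replicates in several sets. Among the naive genes, Klf4 fell from 170.0 ± 15.5 FPKM in WT to 86.08 ± 2.58 in E1-KO, 75.04 ± 8.71 in E2-KO and 80.01 ± 3.21 in E3-KO (SD, n = 2 each). Tcl1 had log2 fold changes of -1.46, -0.93 and -1.28. Dppa3 had log2 fold changes of -2.45 in E1-KO, -2.68 in E2-KO and -0.96 in E3-KO, and it lies on chromosome 6, whose genes were lower in E3-KO as a whole. Utf1 rose instead, by 1.23 in E1-KO, 1.09 in E2-KO and 0.66 in E3-KO, though the rise in E3-KO did not pass with a correction for GC content and length (0.41, limma-trend adjusted p = 0.148). In the formative and primed set, Dnmt3b rose in all 3 knockouts (1.08, 1.27 and 1.51), whereas Otx2 fell in all 3 (-1.34, -1.77 and -1.35). Etv4 rose in E1-KO (1.75) and E2-KO (1.38) and did not differ in E3-KO (-0.08, limma-trend adjusted p = 0.5). Tcf15 rose by 2.07 in E1-KO and by 0.80 in E2-KO, where the correction for GC content and length took it to 0.30 (limma-trend adjusted p = 0.38). Of the neuroectoderm genes, Ncam1 was higher in all 3 knockouts (0.56, 0.70 and 0.54), Nes in E1-KO (0.47) and E3-KO (0.87), and Pax6 in E1-KO (1.24) and E2-KO (0.66). Map2 was lower in E2-KO (-0.78). The calls of Pax6 in E2-KO, of Map2 in E2-KO and of Nes in E1-KO did not pass with all genes above 0 (limma-trend adjusted p-values 0.0714, 0.0652 and 0.0681). The same setting took Utf1 in E3-KO to 0.0747, Tcf15 in E2-KO to 0.0828 and Krt18 in E1-KO to 0.0797. Pax6 in E2-KO also failed with the replicate block (0.0586), the samples of the pair alone (0.0673) and quantile normalization (0.0914), as did Nes in E1-KO when the 50 highest genes were left out of the scaling (0.0503). Gsc was lower in all 3 (-2.04, -1.30 and -1.51). In E3-KO, Gata6 (0.79), Gata3 (1.59) and Ascl2 (1.21) were higher, all at low levels. Gata6 went from a mean of 1.095 FPKM in WT to 2.74 in E3-KO, Gata3 from 1.522 to 6.85 and Ascl2 from 0.5838 to 2.762. Leaving out a replicate of E3-KO moved Gata6 to 0.397 or 1.173 and Gata3 to 1.212 or 1.967, without a change of sign. Krt18 was lower in E2-KO (-1.46) and in E1-KO (-0.67), where it did not pass with quantile normalization (limma-trend adjusted p = 0.0574). Gata2, which also lies on chromosome 6, was lower in E1-KO (-1.26) and E2-KO (-1.06).

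Genes that flank Sox2 on chromosome 3 formed the sixth set, with 8 tested genes and medians of -0.14 in E1-KO, -0.44 in E2-KO and -0.47 in E3-KO, which did not pass by camera. Ttc14 (chromosome 3, 33799832 to 33814860 in GRCm38) was lower in all 3 knockouts, with log2 fold changes of -0.40, -0.62 and -0.65. Atp11b (35754106 to 35856276) was lower in E2-KO (-0.56) and E3-KO (-0.53), with no difference in E1-KO (-0.09, limma-trend adjusted p = 0.591). Ccdc39 was lower in E3-KO (-0.57). Dnajc19 (34056020 to 34081321) was higher in E2-KO by 0.85 (limma-trend adjusted p = 0.0279), which did not pass with all genes above 0 (limma-trend adjusted p = 0.0771). This rise also rested on the choice between rows carrying the identifier of Dnajc19, since the sum of the rows gave -0.31 (limma-trend adjusted p = 0.216).

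The largest falls in the 3 knockouts overlapped. S100a1 (chromosome 3, 90511034 to 90514392 in GRCm38) fell from 45.29 ± 2.64 FPKM in WT to 4.481 ± 0.559 in E1-KO, 4.583 ± 1.38 in E2-KO and 3.07 ± 0.513 in E3-KO (SD, n = 2 each). Its log2 fold changes were -3.08, -3.07 and -3.51, with limma-trend adjusted p-values of 2.96e-05, 4.35e-05 and 3.16e-05. Trpm1 fell by 3.24 and Tdrd12 fell by 2.93 on the log2 scale in E1-KO. In E2-KO, Igfbp4 fell by 3.08 and Sp5 fell by 2.99. In E3-KO, Ldhb fell by 3.40 and Calb2 fell by 2.97. Ldhb lies on chromosome 6, and it also fell in E1-KO (-2.09) and E2-KO (-2.26), where the chromosome was not shifted.

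Among the rises, the identifier ENSMUSG00000074562, which has no position in the annotation used, went from 1.51 ± 0.625 FPKM in WT to 29.65 ± 7.38 in E1-KO, 43.91 ± 34.5 in E2-KO and 130.4 ± 34.2 in E3-KO (SD, n = 2 each). Gm10800 (chromosome 2, 98666547 to 98667301 in GRCm38) rose from 2.498 ± 1.01 FPKM to 36.63 ± 8.44, 44.8 ± 35.6 and 147.3 ± 13. Its neighbour Gm10801 (98662237 to 98664083) rose by 3.74 on the log2 scale in E3-KO. Gm11808 (chromosome 4, 3973092 to 3973595) rose by 2.94 in E2-KO. Values of these 4 predicted or unplaced genes are uncertain where reads can be shared with similar sequences, and the replicates of E2-KO were far apart for them. In all 4 groups replicate 1 was above replicate 2 for each of these 4 genes, unlike the genes as a whole, and the replicate block lowered the standard error of ENSMUSG00000074562 from 0.472 to 0.288. Cd37 (chromosome 7, 45233632 to 45239115) rose from 1.594 ± 0.601 FPKM in WT to 20.63 ± 1.23 in E1-KO, with a log2 fold change of 3.08 (limma-trend adjusted p = 4.46e-05), and rose by 2.63 in E2-KO and 1.88 in E3-KO.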

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

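The direct comparisons of Sox2 between knockouts, quantile normalization and scaling without the 50 highest genes were set before the data were examined. All other tests in this part were chosen after the result they bear on had been seen.

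The fall of Sox2 against WT differed between knockouts. The change in E2-KO was smaller than in E1-KO by 0.821 on the log2 scale, and that in E3-KO was smaller than in E1-KO by 0.664, both tested directly in limma-trend (adjusted p-values 0.0161 and 0.00224). All 4 samples of E2-KO and E3-KO lay above both E1-KO samples. Under 3 other normalizations (quantile, median ratio and scaling without the 50 highest genes) the difference between E3-KO and E1-KO was at least 0.74 and passed each time, so the authors' normalization did not make it. Correction for GC content and transcript length hardly moved it (0.663), which decides nothing. The 200 genes nearest to Sox2 in GC content and length had a median difference of -0.136 between the same groups, in the opposite direction, so such a bias does not account for it. The 2 E3-KO samples had the lowest and the highest estimated relative depth of the 6 knockout samples. They differed by 6.77 FPKM and lay nearer to each other than to E1-KO, which goes against depth. A candidate explanation is that the enhancers differ in their contribution to Sox2. Differences between clones, cultures or library batches were not tested, because each knockout was a group of its own, and the difference cannot be told apart from them.

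Genes of chromosome 6 in E3-KO had a relative median of -0.53 against WT, whereas in E1-KO and E2-KO it was 0.039 and 0.037. In a direct camera test of the chromosome, E3-KO differed from E1-KO (adjusted p-value 3.98e-22 by limma's camera) and from E2-KO (1.93e-29), with 339 of 358 and 310 of 322 called genes lower in E3-KO. Both E3-KO samples showed it. All 10 segments of 15 Mb were lower, from -0.336 to -0.62, which fits a smaller number of copies of the whole chromosome in these cells. Correction for GC content and length hardly moved the median (-0.528), which decides nothing. Against genes of other chromosomes with the same GC content and length, the chromosome 6 genes differed by -0.533 in E3-KO, so such a bias does not account for the shift. The lower genes by mean FPKM shifted by -0.592 and the upper ones by -0.529, so the shift was present at both levels of expression. The split was no test of a few high genes, since these could not move a median over so many genes. The 2 E3-KO samples differed by 0.006 despite their depths. A hypothesis is that E3-KO has 1 copy fewer than the other groups. The expected log2 ratio would be -0.585 for 2 copies against 3 and -1 for 1 copy against 2, and a mixture of cells could also give an intermediate value. Copy number was not measured here, and whether the shift arose with the editing or in culture was not tested.

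Rows that repeated a gene identifier and were left out of the comparisons held a signal. Of 515 such rows with a mean of at least 1 FPKM, 19 were higher in all 3 knockouts than in WT and 2 were lower in all 3 (limma-trend, adjusted over these rows). Of the rows called in each knockout, 84.4% (E1-KO), 78.3% (E2-KO) and 82.4% (E3-KO) were higher, against 39.6%, 39.2% and 31.1% of the genes in the comparisons. Most out-of-order rows lay in the block of the opposite strand. Background reads from genomic DNA or unspliced RNA could raise such rows. Of the 6 knockout samples, 2 had fewer rows at 0 than both WT samples, but this test could not decide, since the number of rows at 0 was known beforehand and also moves with depth. The median left-out row rose by 0.503 FPKM in E3-KO, 2.27 times the mean rise of olfactory receptor genes (0.222 FPKM). The median olfactory receptor gene did not rise. Of 159 such genes, 105 and 82 were at 0 in the E3-KO samples, against 110 and 108 in WT. For these genes the values argue against a background of 0.503 FPKM that is even over all genes. An uneven background stays open. No biological explanation was tested, and the rise cannot be told apart from such uneven background reads.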

How the results depend on the processing

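The counts of genes kept within 1.5 times their value under most alternatives, with these exceptions. At an adjusted p-value under 0.01 the counts were 2251 for E1-KO, 2090 for E2-KO and 3057 for E3-KO against WT, 1412 for E3-KO against E1-KO, 575 for E3-KO against E2-KO, 3458 for the 4 groups and 1013 for the overlap of the 3 knockouts. For E2-KO against E1-KO it was 0, with 2092 genes at an unadjusted p-value under 0.05. An added absolute log2 fold change of at least 1 gave 707, 653, 935, 560 (E3-KO against E1-KO), 267 (E3-KO against E2-KO), 41 (E2-KO against E1-KO) and 247 (overlap). The 94 genes between E2-KO and E1-KO became 31 with the replicate block, 1 with only the samples of the pair, 1 with all genes above 0 and 58 with a mean of at least 5 FPKM. With only the samples of the pair, E3-KO and E2-KO differed in 672 genes. The causes of these moves were not tested. With the replicate block and the correction for GC content and length together, the counts against WT were 4217, 3857 and 5068.

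For Sox2 the fall in E1-KO, the fall in E3-KO and the difference between these knockouts had adjusted p-values under 0.05 in all alternative fits with a test, including those chosen after the data had been seen. The stricter thresholds were applied to counts of genes and not to Sox2. The fall in E2-KO did not pass with only the samples of the pair (-0.339, limma-trend adjusted p = 0.0567), without trend (-0.339, limma adjusted p = 0.0519) or with median-ratio scaling (-0.249), and the cause was not tested. The difference of E2-KO from E1-KO did not pass with the samples of the pair (0.821, limma-trend adjusted p = 0.055) or with all genes above 0 (0.821, limma-trend adjusted p = 0.0563). Across the 4 fits that each left out a replicate, the change of Sox2 ranged from -1.191 to -1.129 in E1-KO, from -0.448 to -0.23 in E2-KO and from -0.547 to -0.445 in E3-KO. It ranged from 0.712 to 0.93 for E2-KO against E1-KO, from 0.613 to 0.715 for E3-KO against E1-KO and from -0.266 to -0.048 for E3-KO against E2-KO. All called genes kept their sign when a replicate was left out, which shows no stability, since genes chosen by a small p-value among 2 samples per group can hardly do otherwise.

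Marker sets depended on the normalization. After quantile normalization naive pluripotency passed in E1-KO (-0.507), E2-KO (-0.366) and E3-KO (-0.343), and formative and primed pluripotency in E1-KO (0.718), which also passed with a mean of at least 5 FPKM (1.012). With all genes above 0 the mesoderm and endoderm set grew from 3 to 15 tested genes, most of them hardly expressed, and its median was 0 in E1-KO, with no direction, 0.001 in E2-KO and 0.04 in E3-KO. It reversed with quantile normalization in E3-KO (0.025). Trophectoderm in E3-KO reversed with quantile normalization (0.169), all genes above 0 (0.028), median-ratio scaling (0.104) and without chromosome 6 (0.041). None of these reversed medians had passed, and the cause was not tested. Across the 4 fits that each left out a replicate, some medians moved by more than the spread between replicates. Naive pluripotency ranged from -0.334 to -0.191 in E2-KO and from -0.419 to -0.285 in E3-KO. Formative and primed pluripotency ranged from 0.313 to 0.595 in E2-KO, and neuroectoderm from 0.278 to 0.569 in E3-KO. Mesoderm and endoderm ranged from -0.589 to -0.391 in E2-KO and from -0.441 to 0.113 in E3-KO, and trophectoderm from -0.34 to 0.179 in E3-KO. The genes near Sox2 ranged from -0.195 to -0.116 in E1-KO and from -0.51 to -0.373 in E3-KO. Formative and primed pluripotency in E3-KO ranged from -0.002 to 0.151, where a median near 0 changed sign without moving beyond the spread.

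The 83 changes of 34 named genes had 1132 values from alternative fits with a test, of which 1113 kept direction and side of the threshold, 18 no longer passed and 1 reversed (Dnajc19 in E2-KO with repeated identifiers summed, -0.311). Of their 332 values with a replicate left out, which had no test, 282 moved by less than the spread between replicates and 50 by more. With 2 samples per group, such a move is fixed by the difference between the samples of that group. At most 1 group per gene can thereby exceed the spread pooled over the groups, so the 282 values show no stability. The reversal of Dnajc19 follows from the added row on the plus strand, which was lower in the knockouts. Absolute depth was unknown, so its part in the spread of low genes could not be given. In the simulation, where 200 genes changed, a change of 0.5 on the log2 scale was called for 22.5% of them. Many more genes were called in the comparisons with WT, which makes the adjusted threshold less strict, and smaller changes were called there.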

Other observations

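In this part, the tests of olfactory receptor genes, separate WT samples, the correction of shared changes for GC content and length, and snoRNA host genes were chosen before their results were seen. Those on Sox2 level, on depth, on the order of Gm10800 between replicates and on the 10 genes with the largest spread were chosen afterwards.

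Many genes changed in the same direction in all 3 knockouts (2204), while 177 had opposite directions between at least 2 knockouts. To remove the WT samples they share, each change was taken against another WT sample. Across genes, which are not independent replicates, the E1-KO and E2-KO changes then correlated at 0.782, those of E1-KO and E3-KO at 0.582 and those of E2-KO and E3-KO at 0.7. Shared WT samples thus do not make the pattern. After correction for GC content and transcript length 2329 genes were called in all 3 knockouts in the same direction. Deeper samples were not nearer to WT, since the root mean square log2 distance of the deeper E2-KO and E3-KO samples exceeded that of the shallower ones by 0.0487 on average. A hypothesis that the shared changes follow the Sox2 level would have the E1-KO changes well above the others. The slope over all changes was 1.045 for E1-KO on E2-KO and 0.909 for E1-KO on E3-KO, but such slopes also hold unshared changes and noise and decide nothing. From covariances between knockouts with separate WT samples and without chromosome 6, which hold only what is shared if a single shared pattern is assumed, the size of the E1-KO changes was 0.861 times that of E2-KO and 1.054 times that of E3-KO. Although Sox2 fell most in E1-KO, the shared changes were not largest there by this estimate. What the edited lines have in common against the unedited cells, such as editing, cloning, time in culture or library batch, may account for them, and no sample analysed here tests that.

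The identifier ENSMUSG00000074562, Gm10800 and Gm10801 rose in all 3 knockouts and most in E3-KO. If background reads from genomic DNA or unspliced RNA were the source, genes of olfactory receptors, mostly silent outside the nose, would rise too. Their mean log2(FPKM + 1) over 159 genes was 0.147 in WT, 0.193 in E1-KO, 0.202 in E2-KO and 0.229 in E3-KO. The difference between E3-KO and WT was 0.0825, against a pooled SD between replicates of 0.0156. The SD within E3-KO was larger (0.0287, samples at 0.2088 and 0.2493). This difference is in the direction that background reads would give, but the median receptor gene did not rise in FPKM, so the rise was not general. The 4 groups had the same order for Gm10800 and for the olfactory receptor mean. Within groups, Gm10800 was higher in the replicate with the higher olfactory receptor mean in E1-KO and WT. Gm10800 was lower in that replicate in E2-KO and E3-KO, so the order of the replicates decides nothing. The olfactory receptor genes rose by a mean of 0.222 FPKM in E3-KO, where Gm10800 went from 2.498 to 147.3 FPKM, but a gene that shares reads with similar sequences need not rise by the same amount. The order of the groups thus goes with background reads, while the order of the replicates decides nothing. Whether background reads contribute to the rise of the 3 genes is not settled by these tests.

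A few highly expressed genes differed strongly between replicates. The largest spread was that of ENSMUSG00000069314, which was at 1053 and 10.29 FPKM in the E1-KO samples and at 25.48 and 974.7 FPKM in the E2-KO samples and has no position in the annotation used, so whether it hosts snoRNAs is not known. The cause of its spread was not tested. Eif4a2 was at 5528 and 1592 FPKM in the 2 E2-KO samples and at 1289 and 1574 FPKM in the E1-KO samples. As Eif4a2 hosts snoRNAs, whose reads could be counted for the host, host genes were sought among the 100 genes with the largest spread of the 781 genes with a mean of at least 100 FPKM. They numbered 13, which was 1.21 times the mean of 10000 random lists matched on mean FPKM (10.76), so host genes do not account for the spread over these 100 genes. Among the 10 genes with the largest spread 4 were hosts (Eif4a2, Rcc1, Nop56 and Rpl23), against 1.45 in matched random lists, of which 3.59% had at least as many. For these 4 genes reads of snoRNAs remain a candidate source.

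The row carrying the identifier of Dnajc19 that lies on the plus strand between Fxr1 and Sox2 was at 77.09 ± 1.18 FPKM in WT, 39.5 ± 15.9 in E1-KO, 33.55 ± 8.43 in E2-KO and 39.43 ± 11.3 in E3-KO (SD, n = 2 each). It was lower in 6 of 6 knockout samples, with log2 fold changes of -1.01, -1.20 and -0.98. None of these passed (limma-trend adjusted p-values 0.0865, 0.0682 and 0.0792). This row was fitted and adjusted among the 515 left-out rows, and the kept row of Dnajc19 among the 11273 tested genes. The adjusted p-values of the 2 rows can therefore not be compared.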
